A study of Homo sapiens with 13 samples.

How the data were processed

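A lentiviral massively parallel reporter assay (lentiMPRA) was measured in TC28a2, an immortalized human chondrocyte line, and in SW1353, a human chondrosarcoma line. In such an assay each tested sequence drives a transcript that carries a barcode, the construct is integrated into the genome by a lentivirus, and the RNA count of the barcodes of a sequence over their DNA count measures how strongly the sequence drives transcription. DNA and RNA were isolated together from the infected cells, per the labels. The series held 13 samples: 12 count libraries in 4 groups of 3 (DNA and RNA of each line) and 1 sample that linked barcodes to sequences, which was not used. The labels number the replicates 1 to 3 and do not say whether these were separate cultures. The p-values of the edgeR, DESeq2 and limma fits below therefore measure the spread between samples, which may be technical in part. Those of the permutation and sign-flip tests rest on the spread between elements, pairs or variants. Fisher's exact tests count elements or variants, and jackknife errors rest on barcodes. None of these other tests takes replicates as its unit.

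The values are counts per barcode, deposited as whole numbers without normalization, with up to 500 barcode positions for each allele and replicate. Per the file headers the remaining values of another unit were the replicate number and the barcode position of each count column. The authors' files hold cleaned barcodes and the first 500 positions; how the barcodes were cleaned and ordered, and which program counted them, is not given in the sources used here. The protocol names a molecular identifier read, but whether the counts are of molecules or of reads is not stated, so that intervals below cover counting error only. Coordinates are on hg19, per the submitters' processing notes, and positions are counted from 1 at the start of the chromosome. The gene annotation at hand was on another build, so no element was assigned to an exon or intron. Genes named beside loci come from general knowledge of hg19 and not from the files.

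Because positions stop at 500, total counts are not full library depths. In TC28a2, 21.9% of elements reached position 500 in DNA and 25.2% in RNA. In SW1353 the shares were 26.9% and 14.5%. An element at this limit has lost an unknown number of barcodes, and RNA and DNA may have lost different ones. The columns are named by replicate and barcode position. The order of the values was checked in part of the elements only. In TC28a2 these were 1808 of 7236 in DNA and 1826 in RNA, and in SW1353 2751 of 9769 in DNA and 1416 in RNA. In DNA of both lines and in TC28a2 RNA the values fitted these names only at the start of the elements checked. In SW1353 RNA they did not even fit there (r = 0.0411 and -0.0998 between replicates at the same position). At the first positions of TC28a2 DNA, counts of the same position correlated between replicates 1 and 2 (r = 0.244) and 2 and 3 (r = 0.304) and hardly with the next position (r = 0.0305). Further along, from position 51 to 200, the correlation with the next position (r = 0.180) was about that within a position (r = 0.179 and 0.193), as it would be if the values of the replicates had shifted against their names. The labelled replicates may therefore mix values of different samples. The variance between labelled replicates was 1.20 times that between 3 random sets of the values of an element in TC28a2 DNA, 0.764 times in TC28a2 RNA, 0.596 times in SW1353 DNA and 0.974 times in SW1353 RNA, so that the spread between replicates used below is in part a spread between sets of barcodes. DNA and RNA at the same position did not correspond in the elements checked (r = 0.0344 over 1675 elements in TC28a2 and 0.0046 over 1405 in SW1353). Counts were therefore summed over all positions of an element, allele and labelled replicate, and no barcode was matched between DNA and RNA.

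Elements needed at least 10 barcodes in the DNA of every replicate, and variants needed this of both alleles. Library sizes were multiplied by TMM factors computed over elements, and both alleles of a library shared its size. Allelic effects were tested with edgeR 4.0.16 (quasi-likelihood test, two-sided, in R 4.3.3) as the interaction of allele with RNA against DNA, with a block for each pair of DNA and RNA of a replicate and allele. Differences of the allelic effect between lines were tested as the further interaction with line. Element activity was tested as RNA against DNA with replicate as a block, relative to the median of the scrambled controls of the same line, and its difference between lines as the interaction with line on a common TMM scaling. P-values of the sign flips, of the correlation between lines, of the stratified comparison and of the Crohn's disease allele pairs were not adjusted. The other p-values were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. An element is called active below when its RNA over DNA was above the median scrambled control at this threshold. Class means were compared by two-sided permutation tests with 100000 permutations, matched native and scrambled elements by two-sided sign flips with 100000 draws, and loci by two-sided Fisher's exact tests, computed in part with scipy 1.17.1. Intervals of shares are exact Clopper-Pearson 95% intervals. Loci were chains of variant positions with gaps under 500 kb.

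The fits were tested on simulated data with the same counts and known effects. For allelic effects of log2 0.5, 1 and 2, the test called 5.97%, 68.7% and 100% of changed variants in TC28a2, and 14.9%, 53.7% and 100% in SW1353. For the difference of allelic effects between lines the shares were 5.97%, 25.4% and 83.3%. Activity of the same sizes was called in 55.2%, 95.5% and 100% of changed elements in TC28a2, in 22.4%, 80.6% and 100% in SW1353, and in 11.9%, 58.2% and 100% for the difference between lines. Each comparison was simulated once. Of unchanged simulated variants, 4.95% in TC28a2, 5.45% in SW1353 and 5.37% between lines had an unadjusted p under 0.05 in the allelic tests. In the real data the shares of all tested variants were lower, at 2.57%, 3.36% and 1.96%. The simulated spread thus did not match the real one, so that the shares called for simulated allelic effects may not carry over. Allelic tests gave 12 false calls beside 116 true ones in TC28a2 (9.38% of the calls), 10 beside 112 in SW1353 (8.20%) and 4 beside 76 between lines (5.00%). Activity tests gave 7 beside 167 in TC28a2 (4.02%), 5 beside 135 in SW1353 (3.57%) and 3 beside 113 between lines (2.59%).

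The groups, the edgeR tests in each line and between lines, the lists of loci, the alternatives tried first and the rule for named items were chosen before the data were examined. The comparisons of class means, of native and scrambled pairs and by type of change rest on element classes named in the files. They are not claimed to have been chosen before. The rule took, per line, up to 10 variants with the largest effect in each direction among those past the threshold with the same sign in all 3 replicates, all variants past the threshold in both lines, the 5 elements with the highest and the 5 with the lowest activity, the 5 largest differences between lines in each direction, and up to 5 loci. The assignment of loci to the lists was made later, by their coordinates. A list of 16 lead variants of earlier association studies is not analysed here, since its identifiers could not be joined to the variant positions.

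The alternatives were other barcode minimums (1 and 50), only barcode positions with both a DNA and an RNA count, removal of the highest barcode of each allele or element and library, DESeq2 1.42.0, limma 3.58.1 on log2 RNA over DNA with a pseudocount of 1 on the CPM scale, no replicate block, a replicate block with a replicate-by-RNA term, library totals without TMM, standard errors from a jackknife over barcodes, and each replicate left out in turn. Chosen after seeing the data were the removal of elements that reach position 500, random reassignment of entries to replicate labels (20 draws), the median of all elements or the 95th percentile of the scrambled controls as the reference level, and a scaling that sets the median scrambled control to 0 in both lines. Values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.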

Results

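Genome-wide association studies have linked many common variants to adolescent idiopathic scoliosis, a sideways curvature of the spine that appears during growth. A lentiviral reporter library of these variants was introduced into TC28a2, an immortalized chondrocyte line, and into SW1353, a chondrosarcoma line used as a stand-in for chondrocytes. The library held 4468 pairs of a reference and an alternative allele at 1579 positions in 25 loci. At 1444 positions all 3 other bases were tested against one shared reference element, and the pairs comprised 4334 substitutions, 79 deletions and 55 insertions. From general knowledge of hg19, the loci included those of the transcription factor genes LBX1, PAX1, SOX6, BNC2, UNCX and TBX1, of the adhesion receptor genes ADGRG6 and CDH13, and of FTO, which encodes an RNA demethylase.

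The library in TC28a2 also held 998 elements named as cartilage peaks and 191 scrambled sequences, of which 173 were centred on a variant position. In SW1353 there were in addition 998 bone peaks, 995 muscle peaks, 98, 96 and 96 scrambled sequences named for cartilage, bone and muscle peaks, and 250 elements named for Crohn's disease. DNA totals ranged from 5523658 to 5738307 counts per sample in TC28a2 and from 15582658 to 15626361 in SW1353. RNA totals ranged from 22048832 to 22212124 in TC28a2 and from 37571404 to 37631975 in SW1353. These totals cover the first 500 barcode positions of each element and are not the full depth. The values of a replicate may be mixed with those of others beyond the first positions. An SD over replicates, or an SE of a fit to them, therefore includes a spread between sets of barcodes. The median element had 183 to 192 DNA barcodes and 229.5 to 232 RNA barcodes per sample in TC28a2, and 219 to 221 DNA barcodes and 120 to 121 RNA barcodes in SW1353. Across elements, which are not independent replicates, log2 RNA over DNA of a pair of replicates correlated with r = 0.598 to 0.606 in TC28a2 and 0.723 to 0.739 in SW1353.

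Whether the alleles of a scoliosis-associated variant drive different levels of transcription was the first question. One variant stood out in both lines: a single-base deletion at position 53822169 of chromosome 16, in the FTO locus, raised RNA over DNA 3.38-fold in TC28a2 and 3.45-fold in SW1353. Its log2 effect was 1.76 in TC28a2 (SE 0.126, n = 3, edgeR adjusted p = 1.46e-06) and 1.78 in SW1353 (SE 0.163, n = 3, edgeR adjusted p = 0.000675), and it was positive in 3 of 3 replicates of each line. These SEs, like those of other edgeR results below, come from the fit. The effects of the single replicates had an SD of 0.314 in TC28a2 and 0.364 in SW1353 (n = 3). In TC28a2 the reference element stood at a log2 activity of 0.92 ± 0.17 (SD, n = 3) above the median scrambled control, and the element with the deletion at 2.68 ± 0.19. In SW1353 the same elements stood at 1.33 ± 0.28 and 3.12 ± 0.23. The deletion element had 69181 RNA counts over 3756 DNA counts in TC28a2 and 70038 over 6462 in SW1353, and its reference element 21480 over 3949 and 21370 over 6709. In TC28a2 the deletion element reached the limit of 500 barcode positions, whereas neither allele did so in SW1353.

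Substitutions close to the deletion stayed near the level of their reference elements. The reference element of the position 27 bp upstream, 53822142, had a log2 activity of 1.28 ± 0.18 (SD, n = 3) in TC28a2, and its 3 alternative alleles lay between 1.25 and 1.36. In SW1353 the reference was at 1.48 ± 0.31 and the alternatives between 1.41 and 1.73. At position 53822183, 14 bp downstream, the reference was at 1.13 ± 0.24 in TC28a2 and 1.31 ± 0.09 in SW1353, with alternatives between 0.83 and 1.20 in TC28a2 and between 1.23 and 1.53 in SW1353. None of these 6 substitutions passed the threshold in the allelic tests of either line.

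**Figure D1:**
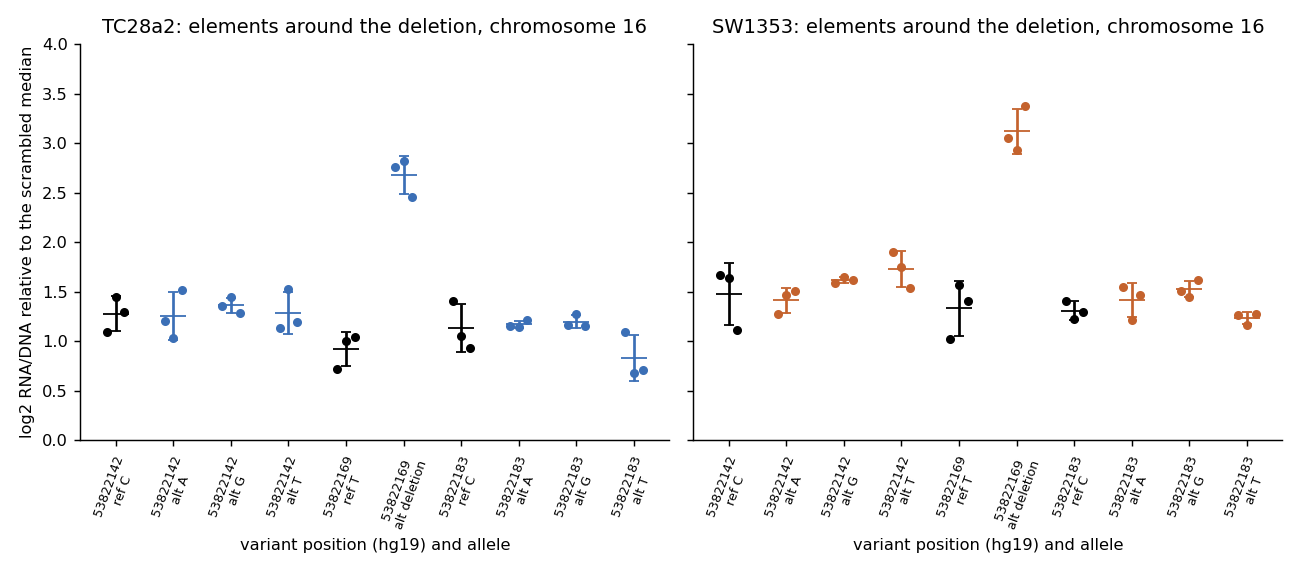
Log2 RNA over DNA, relative to the median scrambled control, of the reference and alternative elements at 3 neighbouring positions of chromosome 16 (hg19) in TC28a2 and SW1353; points are replicates, horizontal bars means, and error bars SD (n = 3). The deletion element lies at 2.68 in TC28a2 and 3.12 in SW1353, above the other elements shown.

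The edgeR test covered 4399 variants in TC28a2 and 4400 in SW1353. The deletion was the 1 variant called in each line, and no variant was called with a lower alternative allele (0 in each line). At an unadjusted p under 0.05 there were 113 variants (2.57%) in TC28a2 and 148 (3.36%) in SW1353. DESeq2 called 2 variants in TC28a2 and 1 in SW1353, and limma called 1 in each. The median standard error of a log2 effect was 0.234 in TC28a2. Simulated effects of log2 0.5 were called in 5.97% of cases, so that effects of this size were mostly not detectable in the simulation. The second variant called by DESeq2 in TC28a2, C208222284G on chromosome 1 in the locus of PLXNA2, a semaphorin receptor gene, had a log2 effect of 0.65 (SE 0.116, n = 3, edgeR adjusted p = 0.107) in TC28a2 and 0.33 (SE 0.152, n = 3, edgeR adjusted p = 0.991) in SW1353; it was singled out after its values were seen. It was also called in TC28a2 by edgeR without the replicate block (0.65, edgeR adjusted p = 0.0244) and without the highest barcode of each allele and library (0.58, edgeR adjusted p = 0.0367). In SW1353 the call of the deletion was lost without replicate 3, at a log2 effect of 1.69 (SE 0.194, edgeR adjusted p = 0.136). It was also lost when only barcode positions with both a DNA and an RNA count were summed, at 1.57 (SE 0.209, edgeR adjusted p = 0.104). DNA and RNA positions did not correspond in the elements checked, so that this last setting may keep an arbitrary set of values.

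By locus, the call was 1 among 257 tested variants at FTO in each line, and with 1 call no test of its share could pass (Fisher's exact test, p = 0.0584 in each line). By type of change, 2 of 75 deletions had an unadjusted p under 0.05 in TC28a2 and 4 of 76 in SW1353, compared with 111 of 4271 and 141 of 4272 substitutions. Neither deletions nor insertions differed from substitutions in this share in either line (Fisher's exact tests, 4 comparisons, p = 0.249 to 0.722, adjusted p = 0.643 to 0.722). These tests take pairs as independent, although substitutions at one position share a reference element. Among loci near transcription factor genes of axial and muscle patterning, 39 of 1393 variants had an unadjusted p under 0.05 in TC28a2 and 45 of 1391 in SW1353, with 0 calls by edgeR in either line. The ADGRG6 locus, the 1 locus of the library on the list for cartilage matrix and growth, gave 11 of 230 and 7 of 232 variants with 0 calls by edgeR.

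Whether the lines differ in their response to the alleles was asked next. The deletion had nearly the same effect in both, and the edgeR test of the difference called 0 of 4393 variants, with 86 (1.96%) at an unadjusted p under 0.05; DESeq2 and limma also called 0. Across the 4393 variants, which are not independent replicates, the effects of the lines had a Pearson correlation of 0.109 and a Spearman correlation of 0.0954 (permutation p = 1e-04, the smallest that 10000 permutations can give). The effects had the same sign in 53.4% of variants. Without the deletion the Pearson correlation was 0.10, without the highest barcode of each allele and library it was 0.206, and without replicate 3 it was 0.0399. Simulated differences between lines of log2 1 were called in 25.4% of cases.

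**Figure D2:**
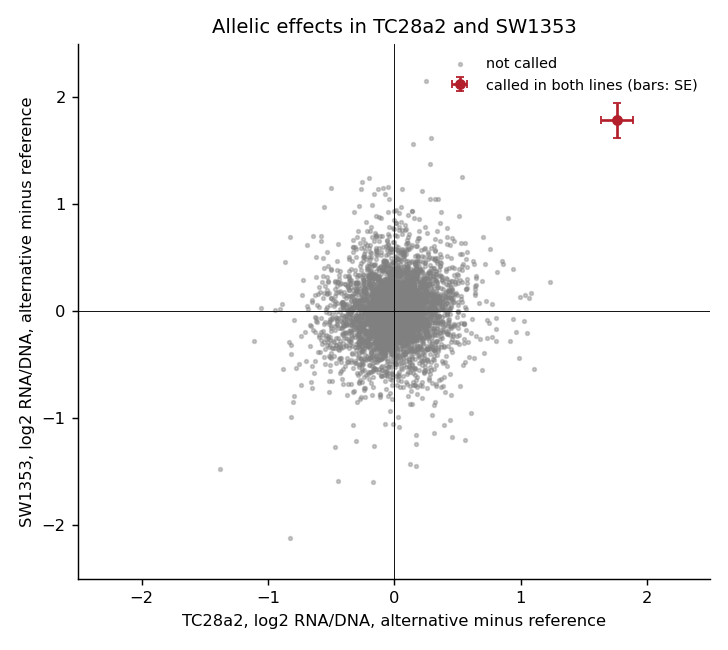
Allelic effect (log2 RNA over DNA, alternative minus reference) of each variant in TC28a2 on the x axis and in SW1353 on the y axis; grey points were not called. The variant called in both lines, with SE bars, lies at 1.76 and 1.78, apart from the other variants.

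Which elements drive transcription at all in these cells was addressed against the scrambled controls. Elements at scoliosis variants were more active than scrambled sequence in both lines, and cartilage peaks were more active still. In TC28a2, 426 of 1556 reference elements (27.4%, 95% interval 25.2 to 29.7) and 670 of 991 cartilage peaks (67.6%, 64.6 to 70.5) were active, compared with 19 of 191 scrambled controls (9.95%, 6.10 to 15.1). In SW1353 the counts were 575 of 1555 reference elements (37.0%, 34.6 to 39.4), 845 of 991 cartilage peaks (85.3%, 82.9 to 87.4) and 24 of 191 scrambled controls (12.6%, 8.22 to 18.1). Of the alternative alleles, 27.0% were active in TC28a2 and 38.1% in SW1353. Mean log2 activity of reference elements exceeded that of scrambled controls by 0.23 in TC28a2 and 0.38 in SW1353, and that of cartilage peaks exceeded reference elements by 0.43 and 0.87. Each of these 4 differences had a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted p = 1.43e-05 over 20 comparisons). Without elements at position 500 reference elements exceeded scrambled controls by 0.23 in TC28a2 and 0.39 in SW1353, and cartilage peaks exceeded reference elements by 0.32 and 0.51 (permutation p = 1e-05 each).

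Elements at variant positions also exceeded their own scrambled version. At 171 variant positions the native element had a mean log2 activity of 0.24 and its scrambled control of 0.01 in TC28a2, a difference of 0.23 ± 0.49 (SD over pairs), with the native element higher in 120 pairs. In SW1353 the means were 0.35 and 0.00, a difference of 0.35 ± 0.59, with the native element higher in 126 pairs. Both had a sign-flip permutation p of 1e-05, the smallest that 100000 draws can give.

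SW1353 also carried peaks of other tissues, and here the cartilage peaks were the most active class by mean. Mean log2 activity was 1.23 (SD 0.78) over 991 cartilage peaks, 0.84 (SD 0.78) over 994 bone peaks and 0.81 (SD 0.75) over 993 muscle peaks. The cartilage and bone means differed by 0.39 (permutation p = 1e-05, adjusted p = 1.43e-05; 0.33 without elements at position 500) and the bone and muscle means by 0.03 (permutation p = 0.395, adjusted p = 0.439; -0.01 without elements at position 500). Many scrambled peaks were active too: 80 of 97 scrambled cartilage peaks, 57 of 96 scrambled bone peaks and 50 of 96 scrambled muscle peaks were active. Their means lay 0.98, 0.57 and 0.48 above that of the scrambled variant sites (permutation p = 1e-05 each). Without elements at position 500 the differences were 0.62 (24 elements, permutation p = 1e-05), 0.16 (39 elements, p = 0.0696) and 0.11 (49 elements, p = 0.153). Native peaks exceeded their scrambled versions by 0.29 ± 0.77 (SD, 96 pairs) for cartilage, 0.31 ± 0.76 (95 pairs) for bone and 0.36 ± 0.71 (95 pairs) for muscle, with sign-flip permutation p = 0.00029, 0.00017 and 1e-05. For cartilage, 16 pairs were left without elements at position 500, with a difference of 0.31 ± 0.72 (permutation p = 0.107), whereas the difference was 0.44 ± 0.62 over 31 pairs for bone (permutation p = 0.00052) and 0.49 ± 0.74 over 43 pairs for muscle (permutation p = 7e-05). The Crohn's disease elements had 114 of 250 active. Their mean was 0.09 above that of scoliosis reference elements (permutation p = 0.00414, adjusted p = 0.00552), and 0.02 above without elements at the limit of barcode positions (permutation p = 0.608). The Crohn's disease elements hold both alleles, as 150 allele pairs at 100 reference positions, whereas the scoliosis side held reference elements only. Alleles of one position were permuted as independent elements, so that these p-values may be too small.

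**Figure D3:**
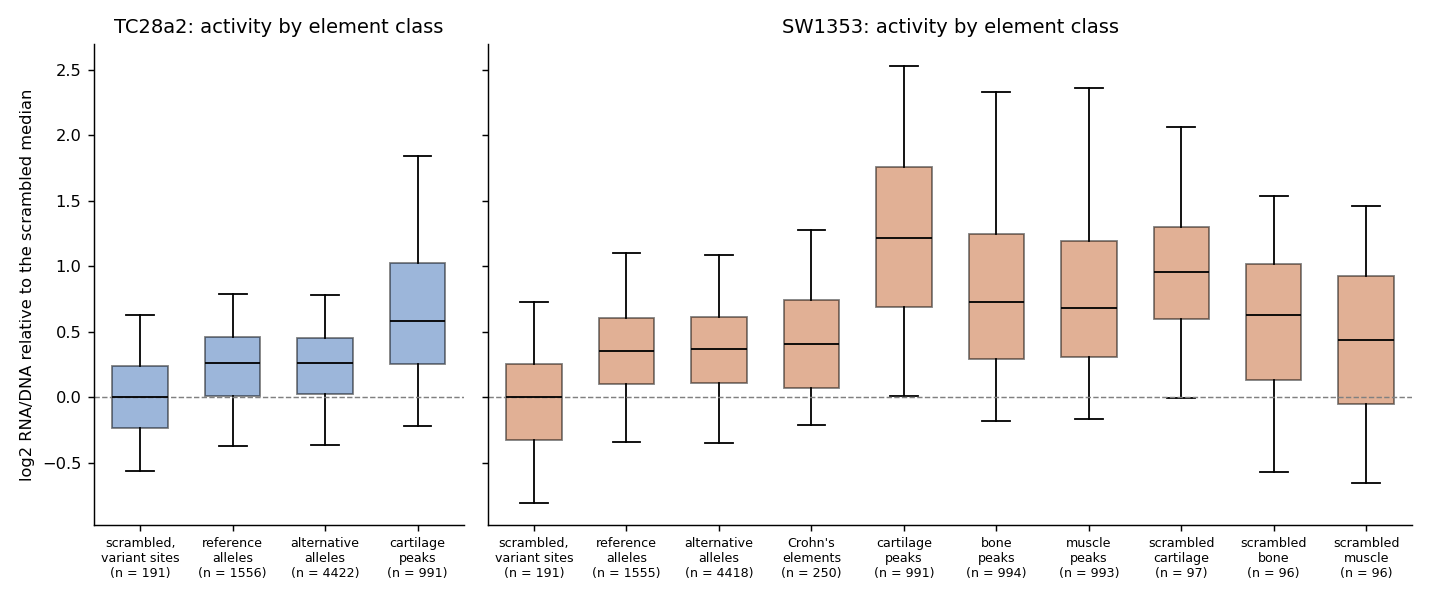
Log2 RNA over DNA relative to the median scrambled control, by element class, in TC28a2 and SW1353; boxes span the quartiles with the median, and whiskers the 5th to 95th percentiles. Median cartilage peaks lie at 0.58 in TC28a2 and 1.21 in SW1353, above the reference elements at 0.26 and 0.36.

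Among single elements, the highest activity in TC28a2 was that of a cartilage peak on chromosome 13, 45915277 to 45915477, at log2 2.88 (SE 0.0875, n = 3, edgeR adjusted p = 3.07e-07), which stood at 3.35 in SW1353. The deletion element on chromosome 16 came second, followed by cartilage peaks on chromosome 1, 173991520 to 173991720, at 2.58, chromosome 17, 79935223 to 79935423, at 2.54, and chromosome 2, 178077370 to 178077570, at 2.49. These 3 peaks stood at 3.11, 2.98 and 3.30 in SW1353. The highest elements in SW1353 were a bone peak on chromosome 20, 47895006 to 47895206, at 4.33 (SE 0.0772, n = 3, edgeR adjusted p = 2.06e-09), bone peaks on chromosome 11 at 65626889 to 65627089 (3.96) and 65264974 to 65265174 (3.90), and muscle peaks on chromosome 17, 39845664 to 39845864 (3.92), and chromosome 1, 33283133 to 33283333 (3.46). All of these elements passed the threshold in the lines for which a value is given. The highest in TC28a2 reached position 500 there, except the chromosome 13 peak, and the highest in SW1353 did so except the chromosome 1 muscle peak. Scrambled controls had a median of 0.43 at this limit and -0.12 below 300 positions in SW1353, and 0.11 and -0.06 in TC28a2. Part of the activity of elements at the limit may therefore go with the limit, which leaves their order open.

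Elements below the scrambled level were fewer. The lowest in TC28a2 was a cartilage peak on chromosome 9, 131644438 to 131644638, at -1.80 (SE 0.161, n = 3, edgeR adjusted p = 2.86e-05), which stood at -1.61 in SW1353 (edgeR adjusted p = 2.92e-05). It was followed in TC28a2 by the alternative element of C17810844T on chromosome 12 at -1.78, both alleles of G3128471A on chromosome 8 at -1.38 for the reference and -1.59 for the alternative, and the reference element at position 60856422 of chromosome 18 at -1.37. In SW1353 the lowest past the threshold were the alternative elements of G3128471A at -1.95 (SD 1.38 over 3 replicates), G82883758A on chromosome 16 at -1.81, G85212128A on chromosome 4 at -1.78, A17786786G on chromosome 12 at -1.74 and C17810844A on chromosome 12 at -1.67. The element of G3128471A, with 229 DNA counts in SW1353, passed narrowly there (edgeR adjusted p = 0.0467) and lost its call in 5 of 10 alternatives (edgeR adjusted p from 0.00815 to 0.22 over all of them), among them without replicate 1, at -1.35, and without replicate 3. Its reference element in TC28a2 lost its call without replicate 1, at -0.92 (edgeR adjusted p = 0.128), and without replicate 3, its alternative element there with DESeq2 (adjusted p = 0.0599), and the element of G85212128A without replicate 2 (edgeR adjusted p = 0.0619).

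In all, 2308 of 7160 elements in TC28a2 were above the median scrambled control and 185 below it, and in SW1353 4724 of 9681 were above and 162 below. The counts depend on the reference level and on the barcode limit: against the median of all elements, chosen after seeing the data, 837 were above and 551 below in TC28a2, and 2293 above and 997 below in SW1353. Without elements that reach position 500, 125 of 250 cartilage peaks and 19.6% of 1259 reference elements were above the scrambled level in TC28a2, and 63.5% of 312 and 31.0% of 1344 in SW1353. Without any one replicate, 68 to 107 elements were below it in TC28a2 and 70 to 143 in SW1353.

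Active elements were spread unevenly over the loci. In TC28a2, 6 of 25 loci differed from the rest in their share of active reference elements by Fisher's exact test. The test, here and for the lists below, takes reference elements as independent. Elements of neighbouring positions, for example 14 bp apart at FTO, can overlap in sequence, so that its p-values may be too small. Of the locus on chromosome 1 from 228133322 to 228391808, which holds the WNT9A and WNT3A genes for secreted signalling proteins, 10 of 13 elements were active (76.9%, 27.0% elsewhere, adjusted p = 0.00338). At UNCX on chromosome 7, 1243525 to 1286128, a homeobox gene of the developing vertebral column, 21 of 45 were active (46.7%, 26.8% elsewhere, adjusted p = 0.0283). Lower shares were found on chromosome 12 from 17763139 to 17821038, with 11 of 97 (11.3%, adjusted p = 0.00338), at SOX6, a transcription factor gene of cartilage formation, with 9 of 73 (12.3%, adjusted p = 0.0174), and on chromosome 11 from 82052822 to 82258960, with 40 of 211 (19.0%, adjusted p = 0.0174). The sixth was PLXNA2, with 17 of 35 (48.6%, 26.9% elsewhere, adjusted p = 0.0283), one more than the rule takes. In SW1353, UNCX was the 1 locus past the threshold, with 27 of 45 (60.0%, 36.3% elsewhere, Fisher's exact test, adjusted p = 0.0395). The SOX6 locus had 16 of 73 (21.9%, adjusted p = 0.0759) and that of WNT9A and WNT3A 9 of 13 (69.2%, 36.7% elsewhere, adjusted p = 0.172). In SW1353 the WNT9A and WNT3A locus passed in 5 alternatives and not in 6. It passed there with any one replicate left out (Fisher's exact test, adjusted p = 0.0222 to 0.0396). The UNCX call was lost at barcode minimums of 1 and 50, in TC28a2 (adjusted p = 0.0769 and 0.156) and in SW1353 (adjusted p = 0.0765 and 0.179), and also in TC28a2 without replicate 3 (adjusted p = 0.0687) and in SW1353 without the highest barcode (adjusted p = 0.0779). In TC28a2 the chromosome 12 locus lost its call with DESeq2 (adjusted p = 0.126) and without replicate 3 (adjusted p = 0.0769). SOX6 lost it without replicate 2 (adjusted p = 0.182) and without the highest barcode (adjusted p = 0.0890), and the chromosome 11 locus without replicate 2 (adjusted p = 0.0581) and without replicate 3 (adjusted p = 0.122). Against the median of all elements these 3 loci and that of WNT9A and WNT3A did not pass in TC28a2 (adjusted p = 0.147 to 0.646). In TC28a2, 3 loci passed without replicate 2 and 2 without replicate 3, and in SW1353 2 passed without replicate 1 and 3 without replicate 2 or 3. Without elements that reach position 500, 0 loci passed Fisher's exact test in either line; at an unadjusted p under 0.05 there were the chromosome 12 locus with 7 of 83 active (p = 0.00621, adjusted p = 0.101), FTO with 25 of 79 (p = 0.00809, adjusted p = 0.101) and SOX6 with 6 of 70 (p = 0.0132, adjusted p = 0.110), all in TC28a2.

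By list of loci the shares were as follows. Loci near patterning transcription factor genes (8 loci) had 137 of 496 elements active in TC28a2 (27.6%, 27.3% elsewhere) and 188 of 494 in SW1353 (38.1%, 36.5% elsewhere). They were LBX1, PAX1, SOX6, BNC2, UNCX, TBX1 and loci on chromosome 17, 69154363 to 69239935, and chromosome 2, 222693807 to 222807720. The chromosome 2 locus, named EPHA4 below, is also counted on the adhesion and signalling list. The ADGRG6 locus had 19 of 80 (23.8%, 27.6% elsewhere) and 27 of 81 (33.3%). The list named for adhesion and signalling genes (6 loci, FTO, CDH13, BCL2, CREB5, ABO and EPHA4) had 110 of 361 (30.5%) and 135 of 361 (37.4%). It includes FTO, an RNA demethylase gene, with 33 of 89 and 37 of 90 active. It leaves out the loci of the signalling genes WNT9A and WNT3A (10 of 13 and 9 of 13) and PLXNA2 (17 of 35 in each line). With these loci added the list was not tested. No list as drawn passed the threshold in either line (Fisher's exact tests, 6 comparisons, adjusted p = 0.832 to 0.903). Without elements at position 500 none passed either (adjusted p = 0.189 to 0.896), and in TC28a2 the patterning loci had 16.8% active (20.8% elsewhere), ADGRG6 20.6% (19.6% elsewhere) and the adhesion and signalling loci 23.9% (18.2% elsewhere, Fisher's exact test, p = 0.0314, adjusted p = 0.189).

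Whether the lines differ in the activity of the same elements was the last comparison. Activity was shared to a large degree: across the 7149 elements tested in both, which are not independent replicates, log2 activity correlated with r = 0.790, and 1993 elements were active in both lines where 1010 would be by chance. The correlation was 0.870 among cartilage peaks and 0.713 among reference elements. Beyond this, 452 elements were higher in SW1353 and 6 lower, and 376 of the 452 were cartilage peaks (37.9% of the 991 tested), with 58 alternative and 16 reference elements. Among elements past the threshold, the largest difference was that of a cartilage peak on chromosome 9, 130953739 to 130953939, with a difference of log2 1.53 (SE 0.122, n = 3 per line, edgeR adjusted p = 4.45e-05). This is on the common TMM scale, where the median scrambled control itself differed by -0.22; relative to the scrambled median of its own line the peak stood at 0.69 in TC28a2 and 2.41 in SW1353.

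The calls differed with the barcode limit and with the class of element. Of 667 cartilage peaks whose SW1353 DNA reached position 500, 357 were higher in SW1353, with a median difference of 0.55. At the same limit 16 of 207 reference elements (median 0.11), 50 of 589 alternative elements (median 0.11) and 2 of 24 scrambled controls (median -0.03) were higher. Of 228 cartilage peaks with at least 300 positions that stopped short of the limit 19 were higher (median 0.08), and of 96 with fewer than 300 positions 0 were called higher by edgeR (median 0.00). For reference elements the medians in these 2 ranges were -0.09 and -0.12. Without elements that reach position 500 in either line, edgeR called 0 of 5214, with 304 at an unadjusted p under 0.05. The scaling matters as well: the median difference of all elements was -0.04 with TMM, -0.22 with library totals and 0.18 with the median scrambled control set to 0, and the counts were 452 higher and 6 lower, 184 and 22, and 864 and 1 in the same order. Without any one replicate, 212 to 217 elements were higher.

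**Figure D4:**
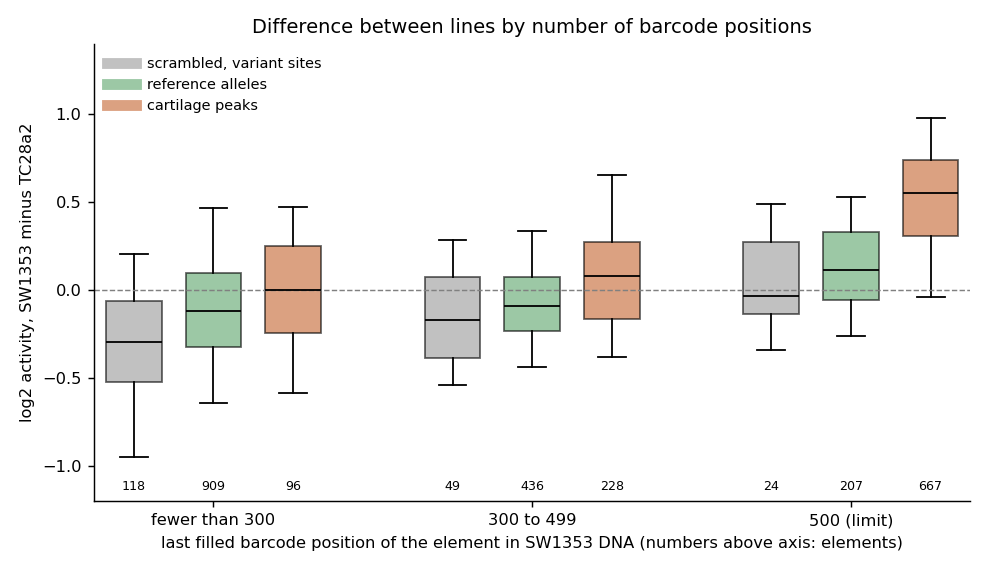
Difference of log2 activity, SW1353 minus TC28a2, by the last filled barcode position of the element in SW1353 DNA; boxes span the quartiles with the median, whiskers the 5th to 95th percentiles, and numbers above the axis count elements. Median cartilage peaks lie at 0.55 at the limit of 500 positions and at 0.00 below 300.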

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

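The removal of elements at position 500, the scaling to scrambled controls and the splits of the samples were chosen after the results were seen, whereas the test with a lower barcode limit and the stratified comparison below were fixed before their values were seen. All results here are differences of element activity between the lines that passed the edgeR test of the difference itself: 452 elements were higher in SW1353 than in TC28a2 and 6 were lower. The 6 DNA and RNA sample pairs, 3 of each line, can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split was the 1 split with as many calls (458), and the highest of the others gave 0.

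Differences below are on the common TMM scale, where the median scrambled control differed by -0.22, and levels are relative to the scrambled median of each line. Of the elements higher in SW1353, the cartilage peak on chromosome 9, 130953739 to 130953939, differed by log2 1.53 (SE 0.122). The cartilage peak on chromosome 11, 62554513 to 62554713, differed by 1.36, with levels of 0.14 in TC28a2 and 1.70 in SW1353. The alternative element of C82188180T on chromosome 11 differed by 1.34, with levels of 0.01 and 1.55; it lost its call in 7 of 10 alternatives (edgeR adjusted p from 0.00623 to 0.813 over those that gave one), among them without each replicate, and stood at 0.83 without replicate 1. Cartilage peaks on chromosome 10, 38265210 to 38265410, and chromosome 2, 201676146 to 201676346, differed by 1.22 and 1.20. All 4 peaks reached position 500 in both lines and kept their calls in the 10 alternatives that tested them, and the element of C82188180T reached it in neither.

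Of the elements lower in SW1353, the alternative element of T102979207A on chromosome 10, at the locus of LBX1, a transcription factor gene of muscle precursors, differed by -1.43 (SE 0.35, edgeR adjusted p = 0.0232), with levels of 0.88 in TC28a2 and -0.36 in SW1353. It lost its call in 6 of 11 alternatives (edgeR adjusted p from 0.0185 to 0.813 over those that gave one), among them without replicate 2 and without replicate 1, where it stood at -0.82 (edgeR adjusted p = 0.32). The alternative element of A82250360C on chromosome 11 differed by -1.34 (edgeR adjusted p = 0.0428). Scrambled controls on chromosome 11, 82186075 to 82186275, and chromosome 16, 82878494 to 82878694 and 82882018 to 82882218, differed by -1.24, -0.81 and -0.66. These 4 elements each lost their call when any one replicate was left out.

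The higher activity of cartilage peaks in SW1353 was mostly found where the element reached the limit of 500 barcode positions. At that limit the median difference was 0.11 for reference elements and 0.55 for cartilage peaks. With at least 300 SW1353 DNA positions but short of the limit, the medians were -0.09 for reference elements and 0.08 for cartilage peaks. With fewer than 300 positions they were -0.12 and 0.00. Both classes thus had a higher median at the limit than below it. Setting a limit of 300 positions on both lines shifted the difference of 456 elements with 400 or more SW1353 DNA positions, short of the limit, upwards by a median of 0.24 (SD 0.0944), and 99.8% of them moved up, so that the limit may account for part of the difference at position 500; how far each class exceeds the limit is not known, which leaves the rest open. Among elements below position 500 in both lines, which the limit leaves whole, cartilage peaks still exceeded reference elements in the difference by 0.10 (247 against 1253 elements, within strata of barcode positions, permutation p = 1e-04, the smallest that 10000 permutations can give; SD of the permuted values 0.0214), which the limit does not account for. A biological difference between the lines stays open for both parts and was not tested otherwise.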

How the results depend on the processing

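The removal of elements at position 500, the reassignment of replicate labels, the reference levels other than the scrambled median and the scaling to scrambled controls were chosen after the results were seen; the other alternatives were planned. None of the results counted here that passed its test changed direction. Of the values of named variants and elements under an alternative, 289 kept their direction and side of the threshold and 48 kept the direction but no longer passed, 5 of them because DESeq2 gave no adjusted p. Of the shares of active elements by locus, 79 kept both, 22 no longer passed and 9 passed where they had not. The causes of the changes below were not tested unless one is given. Same-number DNA and RNA samples were hardly more alike than others (r = 0.0203, -0.00956 and -0.0116 in TC28a2, 0.0231, 0.0011 and -0.00118 in SW1353), so the replicate numbers are not shown to pair them; without the block TC28a2 had 2 allelic calls (main value 1) and 11 elements were lower in SW1353 (6). Allelic calls in TC28a2 numbered 2 without the highest barcode and with DESeq2, 3 with jackknife errors, and 0 without elements at position 500, where the deletion element is itself removed. Allelic calls in SW1353 (1) numbered 0 with only positions filled in DNA and RNA, 6 without the highest barcode, and 0 to 2 with a replicate left out; the difference between lines (0) then gave 0 to 1. The deletion's log2 effect lay between 1.59 and 1.93 in TC28a2 and between 1.57 and 1.99 in SW1353 over the alternatives.

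Without elements at position 500, which leaves fewer elements, 1077 elements were above and 85 below the scrambled level in TC28a2 (2308 and 185) and 2454 and 100 in SW1353 (4724 and 162), 0 loci passed in either line (6 and 1), the native minus scrambled difference of cartilage peaks was 0.31 (permutation p = 0.107, main value 0.29), and 0 elements were higher and 0 lower in SW1353 (452 and 6). Against the median of all elements the counts were 837 above and 551 below with 1 locus in TC28a2, and 2293 and 997 with 5 loci in SW1353; above the 95th percentile of scrambled controls they were 1003 and 2928. Without the highest barcode 282 elements were below the scrambled level in TC28a2 and 263 in SW1353, 689 were higher and 29 lower in SW1353 than in TC28a2, and the correlation of allelic effects was 0.206 (0.109). The SW1353 loci numbered 0 at minimums of 1 and of 50 barcodes and 2 with DESeq2. DESeq2 gave 15 elements lower in SW1353, library totals 184 higher and 22 lower, and the scaling to scrambled controls 864 and 1. With a replicate left out, 68 to 107 elements were below in TC28a2 and 70 to 143 in SW1353, 2 to 6 and 2 to 3 loci passed, 212 to 217 elements were higher and 3 lower in SW1353, and the correlation was 0.0399 to 0.0829. At these counts and with 3 replicates, simulated allelic effects of log2 0.5 were called in 5.97% of cases in TC28a2 and 14.9% in SW1353; depth was not varied on its own.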

Other observations

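The tests of the deletion, of the correlation between lines and of the splits, and the fit to both lines together, were chosen after the results were seen. The LBX1, PAX1 and FTO loci, like nearly all loci, held active reference elements in both lines, and they did not pass the test by locus. At LBX1, a transcription factor gene of muscle precursor migration, 5 of 13 reference elements were active in TC28a2 (27.3% elsewhere) and 6 of 13 in SW1353 (36.9% elsewhere). At PAX1, a transcription factor gene of the developing vertebrae and the locus with the most variants of the library, 83 of 255 (32.5%, Fisher's exact test, adjusted p = 0.144) and 103 of 254 (40.6%, adjusted p = 0.504) were active. At FTO the numbers were 33 of 89 (37.1%, adjusted p = 0.135) and 37 of 90 (41.1%, adjusted p = 0.719). Without elements at position 500, LBX1 had 1 of 7 active in TC28a2 and 2 of 7 in SW1353. PAX1 then had 20.2% (19.5% elsewhere) and 31.9% (30.8% elsewhere), and FTO 31.6% (18.8% elsewhere) and 40.5% (30.3% elsewhere).

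A fit of both lines together, with one allelic effect for both, covered 4393 variants and called 1, the deletion on chromosome 16 (log2 1.77, SE 0.103, edgeR adjusted p = 1.96e-10), with 199 variants (4.53%) at an unadjusted p under 0.05. The 11 variants next in rank did not pass; they had the same sign in both lines, which a ranking by one shared effect favours. C208222284G at the PLXNA2 locus had a log2 effect of 0.49 over both lines (edgeR adjusted p = 0.159) and C208222284T, at the same position and with the same reference element, 0.34 (edgeR adjusted p = 0.543). C208255991A, also at PLXNA2, had -0.54 and an insertion at position 21974253 of chromosome 20, in the PAX1 locus, -0.53 (edgeR adjusted p = 0.391 each). C116424653G on chromosome 6 had 0.58 (edgeR adjusted p = 0.426), T82114879C on chromosome 11 -0.31 (edgeR adjusted p = 0.493) and A16226826C at SOX6 -0.71 (edgeR adjusted p = 0.543). At the ADGRG6 locus, A142861491G had 0.46 and the alternatives at position 142703669, which share a reference element, had 0.15, 0.14 and 0.14 (edgeR adjusted p = 0.391 to 0.543). In SW1353 the Crohn's disease elements, a set without a stated link to scoliosis, had 8 of 150 allele pairs at an unadjusted p under 0.05 (5.33%) and 0 calls by edgeR. Of pairs at scoliosis positions, 148 of 4400 had such a p (Fisher's exact test, p = 0.173). The test takes pairs as independent, although pairs of one position share a reference element. The 150 Crohn's disease pairs had 100 reference positions. At 1444 of 1579 scoliosis positions all 3 other bases were tested, so that not every pair there is an associated allele.

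Some alternatives called further variants in one line, named here after their values were seen. In TC28a2 jackknife errors over barcodes called C82224178A (log2 0.95, adjusted p = 0.0200) and C82224178G (1.09, adjusted p = 0.00683) on chromosome 11, both at an edgeR adjusted p of 1.00 in the test over all barcodes. C208222284G was called there under 3 settings: without the replicate block, without the highest barcode, and with DESeq2. Without the highest barcode of each allele and library, SW1353 gave calls for all 3 substitutions at position 60860569 of chromosome 18, whose shared reference element had 12 barcodes in its thinnest DNA sample. Their log2 effects over all barcodes and under this setting were 0.14 and 2.69, 0.34 and 3.10, and 0.02 and 2.65. The same setting called A136143000G on chromosome 9, in the ABO locus, at 0.76, and the insertion on chromosome 20 at -0.67. Without replicate 2, SW1353 gave a call for A85224574C on chromosome 4, at 3.07 compared with 2.15 (SE 0.769) in all 3 replicates.

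The deletion on chromosome 16 raised activity by a like amount in both lines. One barcode with most of the RNA is argued against by the highest entry's share, at most 3.78% of the RNA count of the deletion element. The limit of barcode positions is argued against by the log2 effect of 1.78 (SE 0.163) in SW1353, where neither allele reached it. Mixed replicate labels stay open as a source of too small a spread between samples: the call was kept in at least 19 of 20 random reassignments in each line, but these leave the summed counts, and so the effect, almost unchanged. An error in linking barcodes to the alleles, which both lines would share if they received the same linked library, was not tested. Within those limits the deletion may change the sequence's own activity, for example by creating or removing a binding site, which these counts cannot test.

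Allelic effects of the lines were weakly correlated across variants. A highly counted barcode carried into both lines is argued against, since the correlation was 0.206 (bootstrap SD 0.0244) without the highest barcode, higher than with it. Barcode effects that average out with barcode number cannot be told apart from sequence effects: the covariance of variants with 150 or more barcodes was 0.804 (SD 0.321) times that of variants with at least 50 but fewer, while averaging predicts 0.389. Sequence effects on active elements are also open, because the covariance was higher by 0.00374 (SD 0.00343) where the reference was active in both lines than where it was active in neither. The correlation was 0.245 (SD 0.0410) in the former and 0.0819 (SD 0.0303) in the latter, and 0.235 and 0.130 at 150 or more barcodes, but unlike the covariance it also depends on the noise of each set.

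Each remaining result of a fit across elements has 10 splits of its units, too few for a share under 0.05. For allelic calls the units were the alleles of each replicate, which were measured in the same DNA and RNA samples. For the difference between lines they were pairs of DNA and RNA samples, and for active elements single samples. The real split gave 1 allelic call in each line and the highest of the others 0, so that 1 split in each line gave as many. For the difference of allelic effects the real split and all others gave 0, so that all 10 gave as many. For active elements the real split of DNA against RNA gave 2493 calls in TC28a2 and 4886 in SW1353, the highest of the others 0 and 9, and 1 split in each line gave as many.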
